A study of Homo sapiens with 18 samples.

How the data were processed

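RNA was measured by sequencing in 18 libraries of human neural stem cells derived from the H9 embryonic stem cell line, collected 72 h after transfection of a short hairpin RNA. Per the labels, total RNA was made into stranded poly(A) mRNA libraries with an Illumina kit. The labels' library numbers fall into 3 series, each with 3 libraries of a knockdown (CHD8, TRRAP or MYC) and 3 libraries of a scrambled hairpin, so that each knockdown has its own controls. The labels number the replicates 1 to 3 within each group and do not say whether they are separate cultures, how many hairpin sequences were used per gene, or whether the scrambled hairpin is the same in the 3 series.

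The deposited values are counts, whole numbers of reads or read pairs per gene in the output format of htseq-count, one library per file and not normalised. The aligner, the counter's version and strand setting, the genome build and the annotation release are not stated in the labels or the files. The files list 20837 genes, of which 18948 are protein-coding, 1879 are miRNA genes and 10 are polymorphic pseudogenes, followed by the counter's own categories for reads that were given to no gene. These categories name no gene and stayed out of library sizes and tests. Of all counted units, between 70.9% and 78.1% per library lay on listed genes, between 7.51% and 13.9% on no listed gene, between 0.544% and 0.626% on more than 1 gene, between 9.78% and 12.1% had no unique alignment and between 1.97% and 6.85% were not aligned. Because alignments that are not unique were set apart and the use of strand is not known, values of genes with close copies, and of genes that overlap others, are uncertain. Not every overlap of a named gene is given; the rest are not reported here. Coordinates were taken from GENCODE release 44 on GRCh38 by Ensembl gene ID, which found 20805 of the 20837 genes, 20538 of them under the same symbol; this build is not known to be the one the authors used.

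From the counts, gene-level tests were computed with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM scaling, glmQLFit and glmQLFTest), with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. Each knockdown was compared with the scrambled libraries of its own series only, 3 against 3. A log2 fold change is knockdown to scrambled, with its standard error (SE). The difference between the effects of a pair of knockdowns was tested as an interaction term over the 12 libraries of both series. The scrambled libraries of the 3 series were compared with each other in the same way. CPM values (counts scaled to a library total of 1 M, where M stands for 1e6) are TMM-scaled within a series of 6 libraries, and are given as mean ± SD.

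The correlation of a pair of knockdowns is Pearson's r across genes of the differences in mean log2 CPM (prior count 2). It was tested by an exact, two-sided permutation test over the 10 splits of the 6 libraries in each series, 100 combinations in all, since genes are not independent replicates. Principal components were computed from log2 CPM of the 18 libraries. With 3 libraries against 3, an exact permutation test of a single value cannot give a p-value under 0.1.

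Lists of E2F targets, MYC targets, G2/M genes, p53 targets, interferon response genes, neural stem cell genes and neuronal genes were written from general knowledge before the data were examined. No gene is in more than 1 of the 7 lists. They were tested with camera in limma 3.58.1 on log2 CPM, with a preset correlation between genes of 0.01, and adjusted by Benjamini-Hochberg over 21 tests (7 lists, 3 knockdowns). Their value is the median log2 fold change of the list.

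Which comparisons, tests, alternatives and gene-naming rule to use was also fixed before the data were examined. Named genes are the 3 targets, the fixed genes CHD7, MYCN, E2F1, CCND1, SOX2 and CDKN1A, and the 3 largest rises and falls per knockdown. The rises and falls come from genes past the threshold with a mean of at least 5 CPM and all knockdown libraries on the same side of all controls. The rule adds up to 3 genes past the threshold in the same direction in all 3 knockdowns, with the smallest of the largest adjusted p-values, and the 2 genes with the smallest adjusted p-value per interaction that pass the same 5 CPM minimum.

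The numbers of the TRRAP series pair its libraries: the deviations from the group means of the knockdown and the scrambled library with the same number correlated across 10872 genes with r = 0.58, 0.22 and 0.59, against at most 0.01 for different numbers. The labels do not state a pairing, and the fit without it was kept as the main one. Across 18 pairs of replicates within groups, chi-square per degree of freedom against counting error alone ran from 1.62 to 19.8, so that replicates differed by more than resampling of the same molecules would give.

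Alternatives were other scalings (RLE size factors, library size only), other filters (none, a mean of at least 1 CPM), DESeq2 1.42.0, a fit over all 18 libraries, a replicate block, a GC correction with and without the block (a lowess curve of span 0.3 on transcript GC content per library), stricter thresholds, a prior count of 0.5, Spearman's rho, fry, camera with an estimated correlation, and leaving out each library in turn. Leaving out the genes with a 3′ untranslated region word (described under the other observations) was added after the data were seen.

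The steps were tested on simulated counts for the real genes, with 200 genes changed per comparison. In the real knockdown comparisons 36.3% to 62.4% of genes were called. Recovery and false calls with so many changed genes, and their effect on the scaling, were therefore not tested. The edgeR test recovered 92.0% of them in the CHD8 comparison (12581 genes), 78.5% in the TRRAP comparison (12513 genes) and 86.5% in the MYC comparison (12560 genes), with 3, 15 and 9 calls among unchanged genes. For the interaction of CHD8 and MYC (12724 genes) 86.3% were recovered, with 11 calls among unchanged genes. The correlation test gave r = 0.77 (exact permutation p = 0.01) for a shared simulated effect and p = 0.52 for unrelated ones. A list of 70 genes lowered by 0.3 (log2) was called in each comparison, and no unshifted list was. The simulated genes were drawn independently, so this did not test the list calls against correlation between genes. With an estimated correlation the real list calls were lost, as given below.

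The scan for words of 7 bases in 3′ untranslated regions was written in Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1, on that region of each gene's canonical transcript in the same release, where it had at least 50 bases. Fold changes were first cleared of trends with the region's length, its GC content and expression, by linear regression with powers and a product of these. The score of a word is the mean of the remaining shift over the genes that have it, in units of its standard error under random assignment of genes. In simulated data for the TRRAP comparison (12354 genes), 9 of 10 planted words that lowered their genes by 0.12 (log2) came out first.

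Depth was between 15.3 and 17.6 M counts on genes per library. Intervals quoted for counts or shares cover counting error only, since reads without molecular identifiers are not independent molecules. The 1879 miRNA genes were not analysed as a class, since a poly(A) library does not measure mature miRNA.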

Results

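The data are read counts per gene from 18 RNA-seq libraries of human neural stem cells, which were derived from the H9 embryonic stem cell line, 72 h after transfection. There are 6 groups of 3 libraries: a hairpin against CHD8 (a chromatin remodeller), TRRAP (a scaffold protein of histone acetyltransferase complexes) or MYC (a transcription factor), and a scrambled hairpin in each of the 3 library series. Counts on genes were 17.1 ± 0.269 M (SD, n = 3) with the CHD8 hairpin and 17.3 ± 0.480 M in its controls. They were 15.9 ± 0.685 M with the TRRAP hairpin and 16.1 ± 0.508 M in its controls, and 15.4 ± 0.144 M with the MYC hairpin and 16.4 ± 0.638 M in its controls. Single libraries held from 15.3 to 17.6 M counts, and from 14403 to 15071 genes had at least 1 count. The deposited values were raw counts, and CPM below are TMM-scaled within a series. On the first principal component, which took 41.9% of the variance of 13020 genes, the TRRAP series lay apart from the other two, and each knockdown lay apart from its own controls.

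**Figure D1:**
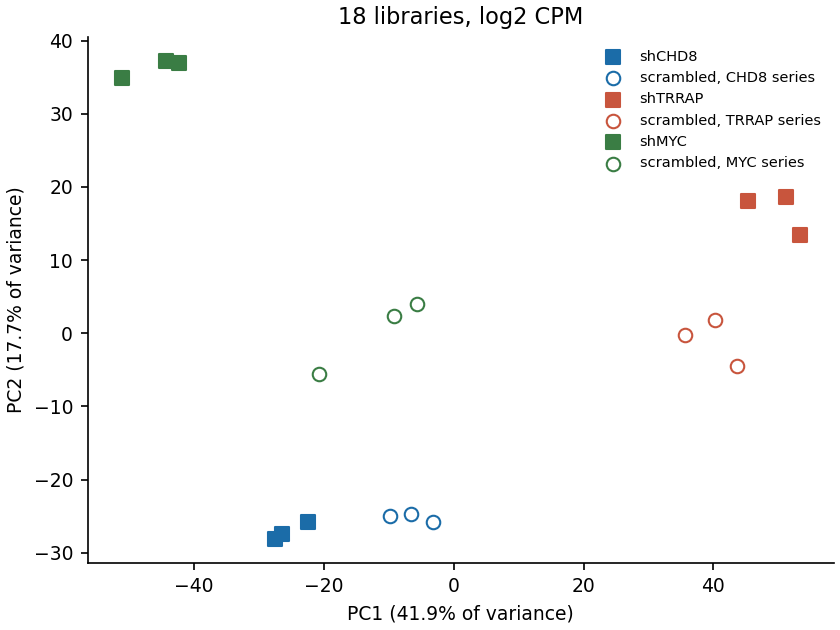
Principal components 1 and 2 (arbitrary units, with their percent of the variance) of log2 CPM in the 18 libraries; filled squares are knockdowns and open circles scrambled controls, coloured by series. The 3 control groups take separate places, with PC1 at 41.9% and PC2 at 17.7% of the variance.

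The level of the targeted transcript in each library checks the labels. CHD8 (ENSG00000100888, chromosome 14 from 21385194 to 21456126, GRCh38) stood at 93.7, 96.9 and 91.6 CPM in the 3 libraries with the CHD8 hairpin and at 245.5, 245.8 and 241.8 CPM in their controls. Its log2 fold change was -1.38 (SE 0.04; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 1.4e-16), which left 38.5% of the control level. TRRAP (ENSG00000196367, chromosome 7 from 98877933 to 99050831) stood at 77.3 ± 11.7 CPM (SD, n = 3) with its hairpin against 251.6 ± 23.8 CPM, or 30.7% of the control level, with a log2 fold change of -1.70 (SE 0.11; edgeR, adjusted p = 3.5e-05). MYC (ENSG00000136997, chromosome 8 from 127735434 to 127742951) stood at 3.69 ± 1.19 CPM with its hairpin against 25.3 ± 2.48 CPM, or 14.6%, with a log2 fold change of -2.77 (SE 0.18; edgeR, adjusted p = 9.0e-07). MYC is the least abundant of the 3 and rested on 43 to 79 reads per library with the hairpin and 371 to 436 in the controls. TRRAP overlaps SMURF1 in the annotation. In each series every knockdown library lay below every control for its target. These 3 values kept their direction and stayed past the threshold under all alternatives and without any single library.

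**Figure D2:**
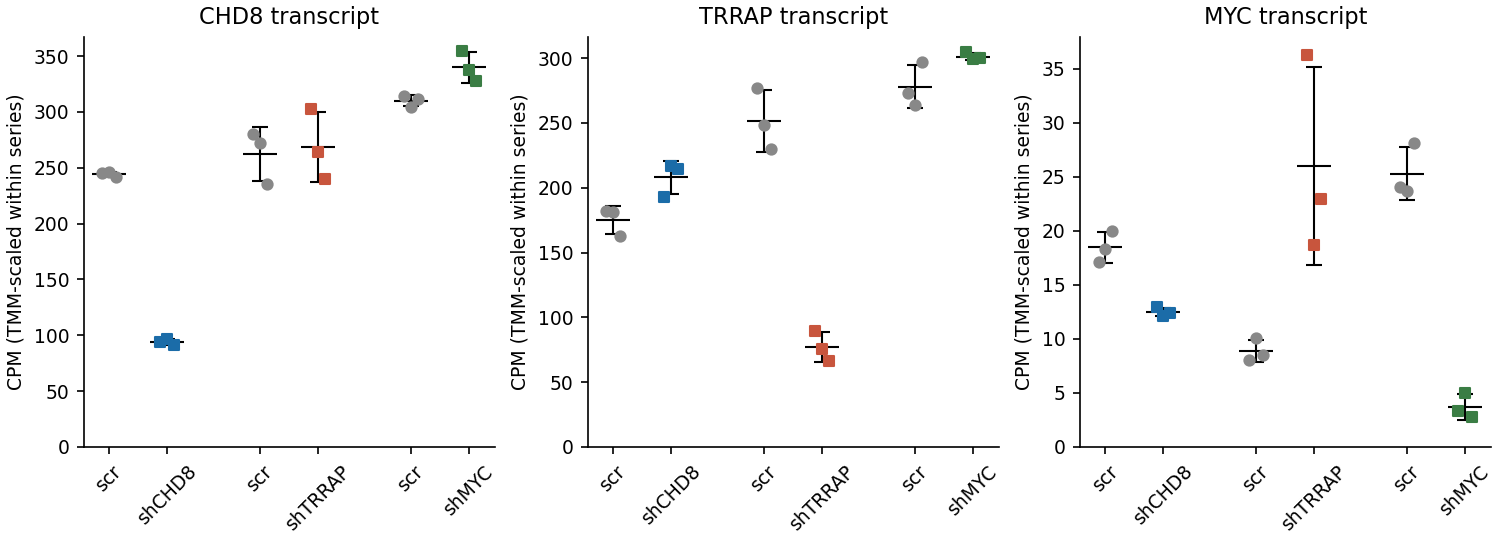
CPM of the CHD8, TRRAP and MYC transcripts in each library, by series (grey circles, scrambled controls; coloured squares, knockdown; horizontal line and bars, mean and SD of 3 libraries). CHD8 fell to 38.5%, TRRAP to 30.7% and MYC to 14.6% of the level in the controls of the same series.

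The targets were also measured in each other's knockdowns, which addresses whether the 3 factors affect each other's transcripts. After CHD8 knockdown MYC was lower, at 12.5 ± 0.403 against 18.5 ± 1.44 CPM (log2 fold change -0.57, SE 0.09; edgeR, adjusted p = 8.5e-06). After TRRAP knockdown MYC was higher, at 26.0 ± 9.16 against 8.89 ± 1.05 CPM (log2 fold change 1.55, SE 0.23; edgeR, adjusted p = 0.0011), and the fits that each left out 1 library gave 1.24 to 1.74. These effects differed by -2.12 (SE 0.26; edgeR interaction test, adjusted p = 1.9e-05). The controls of these series themselves differed in MYC, at 18.5 and 8.89 CPM, each scaled within its series. TRRAP was higher after CHD8 knockdown (log2 fold change 0.25, SE 0.05; edgeR, adjusted p = 0.00024). CHD8 was not past the threshold after TRRAP (adjusted p = 0.83) or MYC knockdown (0.067), nor was TRRAP after MYC knockdown (0.13), in the same edgeR tests with log2 fold changes of 0.03, 0.13 and 0.12. CHD8 and TRRAP moved past it after MYC knockdown when control replicate 3 of that series was left out (0.13, adjusted p = 0.043, and 0.16, adjusted p = 0.012). Both also did with scaling by library size only (0.20 and 0.19, adjusted p = 0.0081 and 0.014), and CHD8 with a GC correction (0.12, adjusted p = 0.014).

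The first question about each knockdown is how many genes changed. After CHD8 knockdown 7846 of 12581 genes tested passed an adjusted p of 0.05 in edgeR's quasi-likelihood test (62.4%), 3931 of them higher and 3915 lower. After TRRAP knockdown 4548 of 12513 did (36.3%), 2189 higher and 2359 lower, and after MYC knockdown 6911 of 12560 (55.0%), 3425 higher and 3486 lower. At an unadjusted p under 0.05 the counts were 8301, 5825 and 7567. The median absolute log2 fold change of the called genes was 0.36, 0.49 and 0.52, and the biological coefficient of variation was 3.92%, 10.5% and 7.91%. The setting that moved these counts most was a minimum absolute log2 fold change of 1, which left 586, 670 and 1074 genes. Of those, 258 were higher and 328 lower after CHD8 knockdown, 472 and 198 after TRRAP knockdown, and 374 and 700 after MYC knockdown. The scaling of whole libraries decided the balance after TRRAP knockdown: 48.1% of called genes were higher with TMM and 63.7% when libraries were scaled by size only. The counts do not rank the knockdowns by effect, since the spread between replicates and the depth of knockdown differed.

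The genes with the largest changes after CHD8 knockdown were ANGPT1 (ENSG00000154188, chromosome 8 from 107249482 to 107498055), CALCRL (ENSG00000064989, chromosome 2 from 187341964 to 187448460) and PDE3A (ENSG00000172572, chromosome 12 from 20368537 to 20688583) among rises. Their log2 fold changes were 3.15 (SE 0.14), 2.73 (SE 0.14) and 2.62 (SE 0.08), from control levels of 1.52 ± 0.174, 3.36 ± 0.922 and 7.21 ± 0.800 CPM. Falls were led by KCNK12 (ENSG00000184261, chromosome 2 from 47509290 to 47570985), G3BP2 (ENSG00000138757, chromosome 4 from 75641849 to 75724589) and SUSD5 (ENSG00000173705, chromosome 3 from 33150043 to 33218810), with log2 fold changes of -2.20 (SE 0.15), -2.11 (SE 0.05) and -2.11 (SE 0.16). The largest adjusted p of these 6 genes in edgeR's test was 2.4e-10. KCNK12 and SUSD5 rested on 29 to 53 reads per knockdown library. G3BP2 overlaps USO1 in the annotation. ANGPT1, CALCRL, KCNK12 and G3BP2 have the word ATCTGCA in the 3′ untranslated region, which was more frequent among genes that fell with this hairpin.

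After TRRAP knockdown the largest rises were those of PLAU (ENSG00000122861, chromosome 10 from 73909177 to 73917496), POSTN (ENSG00000133110, chromosome 13 from 37562583 to 37598844) and ACSL5 (ENSG00000197142, chromosome 10 from 112374116 to 112428379). Their log2 fold changes were 3.09 (SE 0.16), 3.06 (SE 0.24) and 2.75 (SE 0.17). The largest falls were those of CD24 (ENSG00000272398, chromosome 6 from 106969831 to 106975627), SLC38A1 (ENSG00000111371, chromosome 12 from 46183063 to 46270017) and TUBB3 (ENSG00000258947, chromosome 16 from 89921392 to 89938761), with -3.57 (SE 0.23), -2.80 (SE 0.15) and -2.32 (SE 0.13). TUBB3 fell from 328.7 ± 2.00 to 65.6 ± 13.7 CPM (SD, n = 3). The largest adjusted p of the 6 genes in edgeR's test was 6.8e-05. Tubulin genes and CD24 have close copies in the genome, ACSL5 overlaps ZDHHC6 and TUBB3 overlaps 1 other protein-coding gene, so their values are less certain.

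After MYC knockdown the largest rises were those of RSPH4A (ENSG00000111834, chromosome 6 from 116616479 to 116632985), PDZRN4 (ENSG00000165966, chromosome 12 from 41188320 to 41574745) and APLNR (ENSG00000134817, chromosome 11 from 57233577 to 57237250). Their log2 fold changes were 3.20 (SE 0.23), 3.16 (SE 0.19) and 3.00 (SE 0.17). The largest falls were those of SPX (ENSG00000134548, chromosome 12 from 21526296 to 21541249), MYC itself and APLN (ENSG00000171388, chromosome X from 129645259 to 129654956), with -2.81 (SE 0.23), -2.77 and -2.74 (SE 0.15). The largest adjusted p of these genes in edgeR's test was 4.0e-06. RSPH4A rested on 14 to 19 reads per control library and SPX, which overlaps GYS2, on 21 to 33 reads per knockdown library. APLN fell from 210.7 ± 38.0 to 31.5 ± 6.28 CPM while the gene for its receptor, APLNR, rose from 2.84 ± 0.795 to 22.9 ± 1.67 CPM.

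Among genes fixed beforehand, E2F1 (ENSG00000101412, chromosome 20 from 33675477 to 33686385) was lower in each knockdown, with log2 fold changes of -0.78, -0.31 and -0.91 after CHD8, TRRAP and MYC knockdown (SE 0.04, 0.07 and 0.08; edgeR, adjusted p = 3.3e-12, 0.0081 and 7.6e-06). Its 3′ untranslated region has 1 copy of the word ATCTGCA. MYCN (ENSG00000134323, chromosome 2 from 15940550 to 15947007), a paralog of MYC, was at -0.52, 0.26 and 0.72 (SE 0.06, 0.11 and 0.13; edgeR, adjusted p = 8.1e-08, 0.091 and 0.0010). In the paired fit of the TRRAP series MYCN passed the threshold (0.26, adjusted p = 0.0036), as it did in the unpaired one without TRRAP knockdown replicate 3 (0.36, adjusted p = 0.021) and with scaling by library size only (0.34, 0.032). CCND1 (ENSG00000110092, chromosome 11 from 69641156 to 69654474) was at -0.23, -0.44 and 1.16, and overlaps LTO1 in the annotation (SE 0.05, 0.08 and 0.09; edgeR, adjusted p = 0.00054, 0.0029 and 2.2e-06). The effect on MYCN differed between CHD8 and MYC knockdown by -1.22 (edgeR interaction test, adjusted p = 7.4e-06), and that on CCND1 by -1.37 (1.7e-08), while the effect on CCND1 differed by -1.61 between TRRAP and MYC knockdown (1.1e-07).

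CDKN1A (ENSG00000124762, chromosome 6 from 36676460 to 36687337) was higher after CHD8 knockdown, by 0.26 on the log2 scale (SE 0.04; edgeR, adjusted p = 6.5e-06). It was not past the threshold after TRRAP (0.14, adjusted p = 0.29) or MYC knockdown (0.18, adjusted p = 0.084), although the latter passed it without control replicate 3 (0.22, adjusted p = 0.014) and with scaling by library size only (0.25, 0.017). With all libraries, none of the 3 interaction tests on CDKN1A passed it, and their lowest adjusted p was 0.43. The difference between CHD8 and TRRAP knockdown passed it without control replicate 3 of the TRRAP series (0.23, adjusted p = 0.040), and that between CHD8 and MYC knockdown without MYC knockdown replicate 2 (0.19, 0.040). CHD7 (ENSG00000171316, chromosome 8 from 60678740 to 60868028), a paralog of CHD8, was lower after MYC knockdown (-0.38, SE 0.06; edgeR, adjusted p = 0.00020) and has 2 copies of the word GCTGCCA, which marked genes that fell with the MYC hairpin, in its 3′ untranslated region. After CHD8 and TRRAP knockdown CHD7 was at 0.05 and -0.17 (edgeR, adjusted p = 0.35 and 0.13). The paired fit of the TRRAP series gave -0.18 (adjusted p = 0.033), and the unpaired one without TRRAP knockdown replicate 1 gave -0.24 (0.032).

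SOX2 (ENSG00000181449, chromosome 3 from 181711925 to 181714436) was at 0.10, -0.12 and 0.26 (log2; edgeR, adjusted p = 0.032, 0.47 and 0.013). The first of these calls was lost in 5 of the 6 fits that each left out 1 library (adjusted p up to 0.11), with a GC correction without or with a replicate block (0.08, adjusted p = 0.053 and 0.090), and in the fit over all 18 libraries (0.09, adjusted p = 0.45). The last was lost without MYC knockdown replicate 3 (0.21, adjusted p = 0.069), control replicate 1 (0.21, 0.074) or control replicate 2 (0.21, 0.054). The effect on SOX2 differed by -0.39 between TRRAP and MYC knockdown (edgeR interaction test, adjusted p = 0.044). That call was lost in 9 of the 12 fits that each left out 1 library (adjusted p up to 0.11). It was also lost with scaling by library size only (-0.36, adjusted p = 0.053).

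The series title names MYC and E2F target genes, and lists of these answer whether such genes move as a group. The median log2 fold change of 70 E2F targets was -0.37 after CHD8 knockdown, -0.17 after TRRAP knockdown and -0.68 after MYC knockdown (camera with Benjamini-Hochberg adjustment over 21 tests, adjusted p = 8.5e-11, 0.00018 and 4.2e-17). Of the 70 genes, 62, 56 and 68 were below 0. Past the gene-level threshold, 55, 26 and 66 were lower over all genes tested, and 55, 27 and 66 lower when adjusted over the list alone; 4, 1 and 1 were higher in both counts. The median of 61 MYC targets was -0.18 after CHD8 knockdown, -0.36 after TRRAP knockdown and 0.04 after MYC knockdown (camera, adjusted p = 4.6e-05, 9.1e-12 and 0.86), with 52, 58 and 30 genes below 0. Over all genes tested 34, 42 and 13 of these were lower and 2, 1 and 13 higher; adjusted over the list alone 34, 45 and 12 were lower and 2, 1 and 11 higher. The list's value after MYC knockdown was near 0 with members on both sides, and it changed sign to -0.02 with a GC correction and to -0.0035 without control replicate 1. The MYC target list differed between TRRAP and MYC knockdown by a median of -0.38 and between CHD8 and MYC knockdown by -0.17 (camera on the interaction, chosen after the values were seen, adjusted p = 3.3e-05 and 0.0076).

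**Figure D3:**
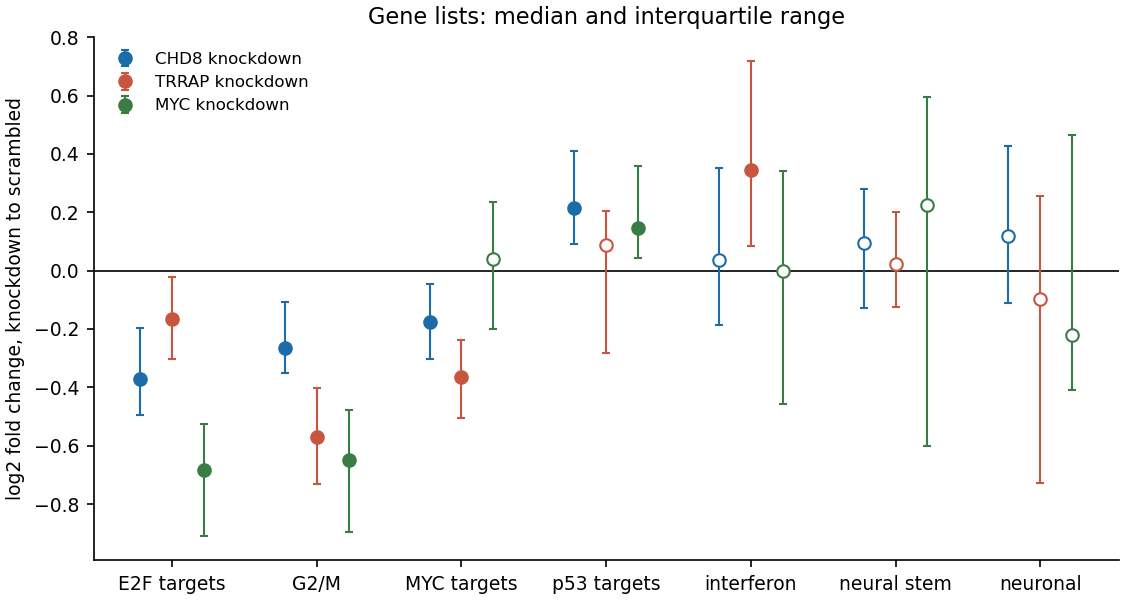
Median log2 fold change (points) and interquartile range (bars) of each of the 7 gene lists, knockdown to scrambled, for the 3 knockdowns; filled points have an adjusted p under 0.05 in camera. The E2F target medians are -0.37, -0.17 and -0.68 and the MYC target medians -0.18, -0.36 and 0.04 after CHD8, TRRAP and MYC knockdown.

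Of the other lists, 53 G2/M genes were lower in each knockdown, with medians of -0.26, -0.57 and -0.65 after CHD8, TRRAP and MYC knockdown (camera, adjusted p = 1.1e-07, 4.2e-17 and 6.0e-12). Past the gene-level threshold 38, 46 and 48 of them were lower over all genes tested, and 42, 46 and 48 adjusted over the list alone. The p53 target list was higher after CHD8 (0.22, camera, adjusted p = 0.0012) and MYC knockdown (0.15, adjusted p = 0.035) and at 0.09 after TRRAP knockdown (0.68). The call after MYC knockdown was lost without MYC knockdown replicate 2 (0.09, adjusted p = 0.099), control replicate 1 (0.15, 0.057) or control replicate 3 (0.14, 0.056). It was also lost with a replicate block (0.14, 0.056), over the genes without the hairpin's word (0.12, 0.21; chosen after the data were seen) and with an estimated correlation (0.15, 0.53). The interferon list was higher after TRRAP knockdown (0.34, adjusted p = 0.035), but not past the threshold without TRRAP knockdown replicate 1 (0.26, adjusted p = 0.10), with scaling by library size only (0.43, 0.071) or with a filter at 1 CPM (0.30, 0.058), and at 0.04 and 1.4e-05 after CHD8 and MYC knockdown (adjusted p = 0.68 and 0.86). The neural stem list (medians 0.10, 0.02 and 0.23) and the neuronal list (0.12, -0.10 and -0.22) passed the threshold in no knockdown, with camera's adjusted p from 0.34 to 0.49 for the former and from 0.19 to 0.68 for the latter. With fry the neuronal list passed it after CHD8 (adjusted p = 0.030) and TRRAP knockdown (0.0024), the neural stem list after CHD8 knockdown (0.045), and the interferon list after CHD8 (0.0498) and MYC knockdown (0.035). Unlike camera, fry tests whether a list shifts on its own, without comparing it with the other genes.

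In gene-level counts, 19, 7 and 11 of 28, 28 and 29 p53 targets were higher after CHD8, TRRAP and MYC knockdown over all genes tested, and 19, 7 and 10 adjusted over the list alone, while 3, 3 and 2 were lower in both counts. Of 26, 23 and 26 interferon genes tested, 8, 8 and 5 were higher and 6, 1 and 7 lower in both counts. Of 28, 27 and 28 neural stem genes, 13, 5 and 14 were higher in both, and 7, 2 and 7 lower over all genes tested against 7, 1 and 8 adjusted over the list alone. Of 24, 23 and 25 neuronal genes, 10, 5 and 8 were higher over all genes tested and 10, 6 and 8 adjusted over the list alone, with 6, 10 and 10 lower in both. Among the set tests, all calls of camera held under fry, which also called the interferon, neural stem and neuronal lists after CHD8 knockdown, the neuronal list after TRRAP knockdown and the interferon list after MYC knockdown. Since many genes were called in each knockdown, a list can pass fry without shifting more than other genes do. With an estimated correlation between genes none passed, and the lowest adjusted p was 0.18.

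Whether the knockdowns share effects was addressed by their correlation across genes, over separate controls. For CHD8 and MYC Pearson's r was 0.33 across 12840 genes (exact permutation p = 0.01, the smallest that 100 combinations can give; adjusted over 3 correlations 0.03), and Spearman's rho was 0.34 (exact permutation p = 0.05). The largest absolute r in the other combinations was 0.327, so that the real one stood barely above it. Those combinations mix knockdown and control libraries in at least 1 series, and so partly follow the real split. The narrow margin therefore does not show how weak or strong the correlation is. Leaving out single libraries moved the adjusted p to 0.12 at most. For CHD8 and TRRAP r was 0.14 across 12842 genes (exact permutation p = 0.09, adjusted 0.14; rho 0.12, exact permutation p = 0.24). For TRRAP and MYC r was -0.03 across 12905 genes (exact permutation p = 0.61, adjusted 0.61; rho -0.0055, exact permutation p = 0.94). Genes are not independent replicates, so r describes these libraries and the permutations are over libraries. Of 4571 genes called after both CHD8 and MYC knockdown 74.5% had the same direction, against 61.1% of 2970 for CHD8 and TRRAP and 49.3% of 2672 for TRRAP and MYC.

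**Figure D4:**
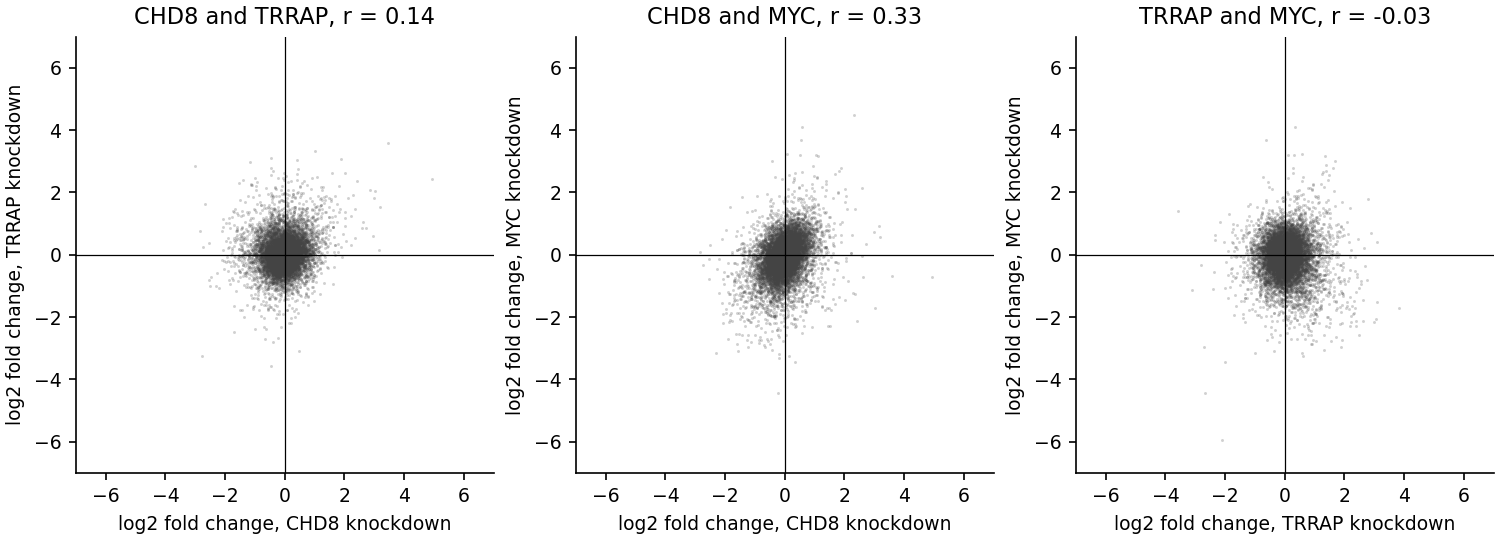
Log2 fold changes of single genes (points) in pairs of knockdowns, each against the scrambled controls of its own series. Pearson's r across genes is 0.14 for CHD8 and TRRAP, 0.33 for CHD8 and MYC and -0.03 for TRRAP and MYC.

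Of 12206 genes tested in all 3 comparisons, 286 were higher and 483 lower in every knockdown, against 178.8 and 207.8 if the calls were independent. The 3 genes that the naming rule selected from these were lower in each: PHGDH (ENSG00000092621, chromosome 1 from 119648411 to 119744218), with log2 fold changes of -1.01, -1.27 and -0.70 after CHD8, TRRAP and MYC knockdown, SDC1 (ENSG00000115884, chromosome 2 from 20200797 to 20225433), with -0.41, -0.95 and -1.02, and TUBB (ENSG00000196230, chromosome 6 from 30717435 to 30725538), with -0.35, -0.85 and -0.53. The SEs were between 0.03 and 0.09, and the largest adjusted p in edgeR's test was 3.5e-05. SDC1 has 1 copy of the word GCTGCCA in its 3′ untranslated region, and TUBB has close copies and overlaps MDC1.

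The interaction tests asked which genes a pair of knockdowns changed differently. In edgeR's test 5609 of 12842 genes passed an adjusted p of 0.05 for CHD8 and TRRAP, 6003 of 12840 for CHD8 and MYC and 5965 of 12905 for TRRAP and MYC (6581, 6871 and 6892 at an unadjusted p under 0.05). The smallest adjusted p for CHD8 and TRRAP belonged to G3BP2, with a difference of -1.95 (SE 0.07; edgeR, adjusted p = 3.1e-10), and ITM2C (ENSG00000135916, chromosome 2 from 230864639 to 230879248), with -1.90 (SE 0.07; 5.1e-10). For CHD8 and MYC these were PEG10 (ENSG00000242265, chromosome 7 from 94656325 to 94669695), with 3.14 (SE 0.08; edgeR, adjusted p = 2.6e-14), and LAMC1 (ENSG00000135862, chromosome 1 from 183023420 to 183145592), with 2.62 (SE 0.07; 2.8e-14). For TRRAP and MYC they were LAMC1, with 3.34 (SE 0.12; edgeR, adjusted p = 8.0e-11), and ADAM9 (ENSG00000168615, chromosome 8 from 38996754 to 39105445), with 3.03 (SE 0.12; 1.6e-10). LAMC1 was at 635.5 ± 43.8 CPM with the MYC hairpin and 3808 ± 101.4 CPM in its controls (SD, n = 3). The 3′ untranslated regions of G3BP2 and ITM2C each have 1 copy of ATCTGCA, and those of LAMC1 and ADAM9 each have 1 copy of GCTGCCA. PEG10 has neither word there, and overlaps SGCE; ADAM9 overlaps TM2D2.

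The scrambled controls, which received the same kind of treatment in each series, measured how far the series differed. Between the controls of the CHD8 and TRRAP series 8098 of 12467 genes passed an adjusted p of 0.05 in edgeR's test (3948 higher in the CHD8 series, 4150 lower). Between those of the CHD8 and MYC series 5493 of 12579 did (2744 and 2749), and between those of the TRRAP and MYC series 6993 of 12514 (3537 higher in the TRRAP series, 3456 lower). At an unadjusted p under 0.05 the counts were 8524, 6521 and 7639. With an absolute log2 fold change of at least 1 as well, 912, 452 and 1237 genes remained. A GC correction brought the first count to 4408 genes. Since every series holds both arms of a single knockdown only, each knockdown is compared within its series, and a difference between knockdowns cannot be separated from a difference between series in how the cells responded.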

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

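The tests of scaling, of single libraries, of the difference between series and of library depth in this part were chosen only after the results were seen; the test on olfactory receptor genes was set before its value was seen, but the rule for reading it was made stricter afterwards.

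Among the targeted and fixed genes, outside their own knockdowns, 4 effects were past the threshold in opposite directions in a pair of knockdowns, with the difference itself past the threshold of edgeR's interaction test. This count uses the unpaired fits; with the paired fit of the TRRAP series MYCN would be another, at 0.26 after TRRAP (adjusted p = 0.0036) and -0.52 after CHD8 knockdown (8.1e-08), with a difference of -0.78 (unpaired, 0.00022), and no cause of it was tested. MYC was lower after CHD8 knockdown (12.2 to 12.9 CPM against 17.1 to 20.0 in its controls) and higher after TRRAP knockdown (18.7 to 36.3 CPM against 8.09 to 10.1), a difference of -2.12 between the log2 fold changes (SE 0.26, adjusted p = 1.9e-05). Scaling argues against being the whole cause, since no other scaling brought the difference nearer to 0 than -2.11. A single library does too: without TRRAP knockdown replicate 1, whose level of 36.3 CPM was the highest, the difference was still -1.80, and the highest adjusted p of these fits was 0.00014. The controls of the CHD8 series stood 1.05 (log2) above those of the TRRAP series in MYC (edgeR, adjusted p = 2.3e-05), and each knockdown exists in 1 series only, so a different response of the cells in a series cannot be told apart from the effect of the hairpin. A true difference between the functions of CHD8 and TRRAP, and effects of the hairpins on other transcripts, also stay open, though MYC has no copy of the 3′ untranslated region word of the CHD8 hairpin.

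CCND1 was lower after CHD8 and TRRAP knockdown and higher after MYC knockdown, where its 3 libraries stood at 224.4 to 235.7 CPM against 94.1 to 119.6 in the controls. The differences from MYC knockdown were -1.37 for CHD8 (SE 0.11, edgeR interaction test, adjusted p = 1.7e-08) and -1.61 for TRRAP (SE 0.13, adjusted p = 1.1e-07). The other scaling nearest to 0 gave -1.39 and -1.58, and leaving out the library that brought them nearest to 0 gave -1.30 (control replicate 1 of the MYC series) and -1.53 (control replicate 3 of the TRRAP series), so neither accounts for the pattern. MYCN was lower after CHD8 knockdown, at 41.3 to 45.6 against 59.3 to 62.8 CPM, and higher after MYC knockdown, at 101.4 to 112.1 against 53.6 to 83.2 CPM. The difference was -1.22 (SE 0.16, edgeR interaction test, adjusted p = 7.4e-06), -1.24 under the other scaling nearest to 0 and -1.10 without control replicate 1 of the MYC series. Between the controls, the CHD8 series differed from the MYC series by -0.24 in CCND1 and -0.074 in MYCN, and the TRRAP series from the MYC series by 0.27 in CCND1 (log2; edgeR, adjusted p = 0.050, 0.68 and 0.045). As series and knockdown coincide, a response that depends on the series cannot be told apart from that of the knockdown. CCND1 and MYCN have in their 3′ untranslated regions neither of the words that marked lower genes with the CHD8 and MYC hairpins. MYCN has 1 copy of the word of the CHD8 hairpin in its coding sequence, and whether the hairpin lowers it there was not tested. A biological difference between the knockdowns remains open and was not tested further.

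The counter's category for reads on no listed gene was not used in the comparisons, and its share was higher with each hairpin than in the controls of its series. The share rose by 0.966 percentage points with the CHD8 hairpin (9.07 ± 0.240% against 8.10 ± 0.574%, SD, n = 3), by 1.05 points with the TRRAP hairpin (9.39 ± 0.252% against 8.34 ± 0.645%) and by 2.61 points with the MYC hairpin (13.2 ± 0.611% against 10.6 ± 0.697%). All knockdown libraries lay above all controls in each series, with an exact two-sided permutation p of 0.1, the smallest that 3 against 3 allow. Library depth argues against itself for the MYC hairpin: its totals reached 21.6 M, above the lowest control total of 21.5 M, while the shares of 12.9 to 13.9% lay above the 9.81 to 11.1% of the controls. Genomic DNA or even background reads may contribute. Reads on 358 olfactory receptor genes, which these cells would not be thought to transcribe much, rose 1.34-fold relative to all gene reads with the MYC hairpin (95% counting interval 1.10 to 1.63, from 237 against 188 reads). The ratios of library means with the CHD8 and TRRAP hairpins, 1.35 and 1.26, had libraries that overlapped the controls. They were near the 1.33 of the MYC hairpin, although the share rose by 0.966 and 1.05 points against 2.61. The olfactory reads thus do not follow the size of the rise, and give no account of why it was larger with the MYC hairpin. The olfactory reads are few and the test is read as a hypothesis. The files list no long non-coding RNA genes, so reads of such genes, of introns and of transcripts beyond annotated ends fall in the same category, and these explanations remain open and untested, as does a biological effect of the knockdowns.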

How the results depend on the processing

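Leaving out the genes that have a 3′ untranslated region word was the only alternative chosen after the data were seen, as was the reading of the GC correction as a test of cause; all other alternatives in this part were fixed before, and every one of those was run.

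The targeted transcripts kept their direction and their side of the threshold under all alternatives run on them. The counts stayed within 1.5 times their number except under stricter thresholds and, for 1 pair of controls, a GC correction. An absolute log2 fold change of at least 1 left 586 genes after CHD8, 670 after TRRAP and 1074 after MYC knockdown, and 1209, 1123 and 1733 for the interactions of CHD8 and TRRAP, CHD8 and MYC, and TRRAP and MYC. An adjusted p under 0.01 left 2580 after TRRAP knockdown, as both remove genes by construction. The GC correction moved the count between controls of the CHD8 and TRRAP series to 4408; the remaining calls argue against a trend with GC content as the whole cause of that difference, and the correction left the other 2 control counts within 1.5 times. Each fit that left out 1 library gave 7140 to 7580 genes for CHD8, 3177 to 4410 for TRRAP and 5712 to 7996 for MYC knockdown. Scaling by library size only moved the median of all genes by at most 0.08 (log2) and the share of higher genes among those called from 50.1 to 55.5% for CHD8, from 48.1 to 63.7% for TRRAP and from 49.6 to 58.7% for MYC knockdown, because a median shift moves many small changes across 0. Of 4548 genes called after TRRAP knockdown, 3914 remained called with that scaling.

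With an estimated correlation between genes, no list passed camera's threshold. The medians are the same by construction: -0.37, -0.17 and -0.68 for the E2F list after CHD8, TRRAP and MYC knockdown (adjusted p = 0.23, 0.53 and 0.23), and -0.18 and -0.36 for the MYC list after CHD8 and TRRAP knockdown (0.27 and 0.18). With 3 libraries per group an estimate of that correlation from the residuals is imprecise, and the cause was not tested. Under fry, the other scalings, filters, block, GC correction and single libraries left out these 5 calls stayed past the threshold. Of these alternatives, fry does not compare a list with the other genes. DESeq2, the fit over all 18 libraries and the block with GC correction were not run on the lists. Scaling by library size only brought the E2F list after TRRAP knockdown to -0.081 and the MYC list after MYC knockdown to 0.11. The latter reversed to -0.0177 with a GC correction and spanned -0.0035 to 0.043 across the fits that each left out 1 library, reversing only without control replicate 1. It was past the threshold under none of these, and a value this near 0 has no firm sign.

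The correlation of CHD8 and TRRAP effects passed the threshold only with no filter (r = 0.12, adjusted exact permutation p = 0.015), the cause not being tested. That of CHD8 and MYC effects kept its size but lost its call with a filter at 1 CPM (r = 0.34, adjusted p = 0.18) and with Spearman's rho (0.34, adjusted p = 0.15); the cause was not tested. It spanned r = 0.317 to 0.347 without single libraries, and 6 of the 12 fits had an adjusted p of 0.06 to 0.12. In 5 of these 6 the adjusted p was 0.06, where 1 further combination of 100 reached the real r, so the call rests on few combinations. Without the genes that have either word r was 0.35 for CHD8 and MYC.

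The replicate block pairs libraries by number. In the TRRAP series, where the numbers do pair the libraries, it gave 6382 calls in place of 4548, within 1.5 times, and brought CHD7 (-0.18, adjusted p = 0.033) and MYCN (0.26, adjusted p = 0.0036) past the threshold after TRRAP knockdown, as pairing removes spread between the pairs. Past or short of the threshold with the block were also the p53 list after MYC knockdown (0.14, adjusted p = 0.056) and the differences in CCND1 and CHD7 between CHD8 and TRRAP knockdown (0.20 and 0.22, adjusted p = 0.047 and 0.036) and in MYCN between TRRAP and MYC knockdown (-0.50, adjusted p = 0.0032). Beside these and the correlation of CHD8 and MYC effects the block changed no other call. Block and GC correction together moved MYCN after TRRAP (0.25, adjusted p = 0.0042), CHD8 after MYC (0.12, adjusted p = 0.018) and SOX2 after CHD8 knockdown (0.079, adjusted p = 0.090). In the other series the libraries only share a number (r of -0.15, 0.14 and 0.07 between deviations of same-numbered libraries in the CHD8 series, and 0.28, -0.44 and -0.17 in the MYC series), and the block gave 7871 and 6355 calls. For the correlations, swapping only within the pairs leaves 16 combinations and a smallest p of 0.0625. The CHD8 and MYC correlation then had r = 0.33 with an adjusted p of 0.094, which the design fixes, and says nothing about its stability.

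There were 98 other results, single named genes and the remaining lists: 65 kept direction and side of the threshold under the alternatives run on them, 33 changed under at least 1, and 9 reversed under at least 1, none with both values past the threshold. The interactions were not run with no filter or with a GC correction. With no filter the neuronal list reversed to 0.034 after TRRAP knockdown and to 0.011 after MYC knockdown, and the interferon list after MYC knockdown to -0.089; RLE size factors gave the interferon list -0.0036. The neuronal list after TRRAP knockdown spanned -0.40 (without TRRAP knockdown replicate 1) to -0.055 in the fits that each left out 1 library. Without genes that have the word, these lists after MYC knockdown were at 0.38 and -0.33. The fits that each left out 1 library spanned 0 for CHD7 after CHD8 knockdown (-0.015 to 0.086), CHD8 after TRRAP knockdown (-0.054 to 0.10), SOX2 after TRRAP knockdown (-0.22 to 0.018) and the difference in CDKN1A between TRRAP and MYC knockdown (-0.16 to 0.047). They did so for the interferon list after CHD8 knockdown (-0.011 to 0.14), the neural stem list after TRRAP knockdown (-0.056 to 0.13), and the interferon and neuronal lists after MYC knockdown (-0.15 to 0.050 and -0.16 to 0.0037). Apart from the neuronal list after MYC knockdown, each value was near 0 against its spread. That list was at -0.22 with all libraries, outside the range of these fits, so leaving out any library brought it nearer to 0. The causes were not tested.

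Depth limits the lowest genes named, such as RSPH4A on 14 to 19 reads per control library of the MYC series. MYC with its hairpin rested on 43 to 79 reads per library, so the remaining 14.6% has a wide relative error.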

Other observations

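The tests by other splits of the libraries, of base composition, position, fallen genes, the TRRAP word, the scrambled hairpin, the summed MYC and MYCN transcripts and the list differences between knockdowns were chosen only after the results were seen; the tests on the number of copies, on the E2F list and on the CHD8 and MYC correlation without word-carrying genes were written before their values were seen.

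Other splits of the same 6 libraries gave fewer calls. For each knockdown 1 of the 10 splits, the real one, gave as many genes with an adjusted p under 0.05, and the other 9 gave 0; 10 splits cannot give a share under 0.1. In the TRRAP series, where the numbers pair the libraries, 4 of the splits part all 3 pairs, and the 3 others of these gave 0 as well. The same held for each pair of controls, with 1 of 10. Every other split mixes both groups in each arm, so the real difference adds to the spread within arms and holds calls down. The values of 0 are therefore not the counts to be had without an effect. For the interactions, 100 of 200 relabellings of the 12 libraries were drawn: 2 of 100 gave as many genes for CHD8 and TRRAP, 2 of 100 for CHD8 and MYC and 1 of 100 for TRRAP and MYC, the real one included. The other as large, with 6620 and 8147 genes, has the labels of a whole series swapped, and so tests the sum of the effects; that for TRRAP and MYC gave 5890. The median over the other relabellings was 0, which the same mixing of groups within arms holds down. For the lists, 1 of the 10 splits, the real one, gave a median as far from 0 for the E2F list after each knockdown and for the MYC list after CHD8 and after TRRAP knockdown, while 5 of 10 did for the MYC list after MYC knockdown.

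A short hairpin can lower transcripts other than its target when bases near the start of its guide strand (the seed) pair with a 3′ untranslated region. The hairpin sequences are not in the labels, so every word of 7 bases was scored by the shift of the genes that have it, in 12412 genes after CHD8 and 12385 after MYC knockdown. After CHD8 knockdown the lowest score of 16220 words was -11.98, for ATCTGCA, whose 1700 genes had a mean shift of -0.12 (log2). After MYC knockdown it was -12.7, for GCTGCCA, with 2097 genes and -0.15. With the measured changes of the TRRAP comparison shuffled over its genes, scores ran from -3.94 to 3.87. Each word stood out only with its own hairpin: ATCTGCA scored 1.04 after TRRAP and -0.64 after MYC knockdown, and GCTGCCA -1.69 after CHD8 and 0.96 after TRRAP knockdown. The reverse complements scored -1.21 and 1.54. Base composition argues against being the cause, since the lowest of 619 words with the same bases that share under 5 bases in a row with the word was -3.65 for CHD8, and of 376 such words -3.13 for MYC. Words that overlap more, and so occur partly at the same places, scored lower, such as AATCTGC at -7.84 and AGCTGCC at -6.13.

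Seed pairing may account for these words, as a hypothesis found in the data that it is tested on. If the word is chosen in a random part of the genes and tested in the rest, genes with it in the 3′ untranslated region lay below those with it in the coding sequence alone by -0.065 (log2, SE 0.023) after CHD8 and -0.097 (SE 0.025) after MYC knockdown, as pairing that acts mostly there would give. More copies lowered genes further after MYC knockdown, by -0.091 in the mean shift (permutation p = 0.010 over genes). The median log2 fold changes did not show this, at -0.11 for 1 copy and -0.086 for 2 or more. These medians are another measure, not cleared of the trends with the region's length, GC content and expression. After CHD8 knockdown the further shift of -0.041 (SE 0.032, permutation p = 0.21) was within 2 SE of 0. It lies more than 2 SE from the shift that went with the first copy (a mean of -0.117 against 0.0321 without a copy), so a second copy did not add in full, while a smaller addition stays open. The first reading of that value, as evidence against seed pairing, was changed to undecided after it was seen, as seed pairing does not require that copies add. Both words also occur in the coding sequence of the target, with 2 copies in CHD8 (0.498 expected in coding sequence and 3′ untranslated region together with equal base frequencies) and 1 in MYC (0.205 expected likewise), as a hairpin complementary to the target there would have. This could be chance, as GCTGCCA also has 3 copies in the coding sequence of TRRAP and 1 in that of CHD8, and ATCTGCA has 1 in that of TRRAP.

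Genes that fell further than CHD8 with its hairpin are of interest, since a loss of the target need not explain them. For MYC, which itself fell by -2.77, a limit of -1 was used, so this reason does not cover the MYC set as a whole. Of 138 genes that fell further than CHD8 did, 32 (23.2%) had its word, against 13.7% of all genes scanned, an odds ratio of 1.92 (95% interval 1.25 to 2.88, Fisher's exact test p = 0.0025). Of 695 genes with a log2 fold change under -1 after MYC knockdown, 199 (28.6%) had its word, against 16.9%, an odds ratio of 2.07 (1.73 to 2.46, Fisher's exact test p = 2.8e-15). The same words came first in scans without the fallen genes, a step added after the first odds ratios had been seen. Unlike the scores, the odds ratios were not adjusted for the region's length, its GC content or expression, and no other word was compared. A longer region has more words of any kind, and Fisher's test takes genes as independent. The odds ratios thus leave open whether seed pairing added to the falls of part of these genes. Of the genes, 106 and 496 lack the word. Single genes are not decided by it: G3BP2, ITM2C and KCNK12 fell and have the word of the CHD8 hairpin, but ANGPT1 and CALCRL, which also have it, rose, and LAMC1, which has both words, was unchanged after CHD8 knockdown (0.03, edgeR, adjusted p = 0.50) and fell after MYC knockdown.

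Seed pairing in the listed genes argues against being the cause of the lower E2F lists: without genes that have the word in the 3′ untranslated region or coding sequence the medians were -0.38 for 49 genes after CHD8 and -0.67 for 48 genes after MYC knockdown. The CHD8 and MYC correlation was 0.35 over the 6028 genes without either word, so it does not rest on genes with a word. Neither word stood out with the other hairpin (scores of -0.64 for ATCTGCA after MYC and -1.69 for GCTGCCA after CHD8 knockdown). Their pairing could thus hardly have raised r, and this value is no test of it. Leaving out genes with a word also leaves open an indirect effect, through a transcript that a hairpin lowered beside its target. Since the labels give no second hairpin sequence or rescue, effects through the target and effects of the hairpin sequence cannot be separated gene by gene, and for the word of the CHD8 hairpin the further shift of -0.041 with more copies left that open too.

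After TRRAP knockdown no word stood out among lower genes. The lowest score was -3.95, at the edge of the shuffled range, so seed pairing of that hairpin cannot be told apart from chance; a weak effect, or a word present in few genes, would not be seen. Genes higher in all 3 knockdowns could come from a seed of the scrambled hairpin that lowered them in the controls. The largest lowest score over the 3 knockdowns was 2.16, for TTTGCAC, against -1.996 for the mirror case, so this stays undecided. Words of raised genes did pass the shuffled range in each knockdown, with 4.70 for TTTGCAC after CHD8, 5.40 for GAAGAGC after TRRAP and 5.78 for AGGATTC after MYC knockdown, but these are not the same word. Shuffling also ignores that genes with alike 3′ untranslated regions may change together, so such scores do not by themselves show a seed. The TRRAP and scrambled hairpin tests were first read as evidence against seed pairing and set to undecided after their values were seen. Scans of the coding sequence and scans with other splits of the libraries as a null were also explored and not used, the latter because those splits partly follow the real one. Beyond that, the labels do not say whether the scrambled sequence was shared.

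The MYC list was not lower after MYC knockdown, although MYC fell to 14.6%. A candidate explanation is MYCN, whose transcript made up 71.6% of the summed MYC and MYCN transcripts in the controls of that series and rose. The sum was 110.9 ± 5.46 CPM with the hairpin against 90.5 ± 18.3 CPM, a log2 ratio of 0.29 (exact two-sided permutation p = 0.2, n = 3). The sum fell by 0.53 after CHD8 knockdown, where the MYC list was lower, and was 0.44 after TRRAP knockdown, where the list was lower as well (exact two-sided permutation p = 0.1 in both, the smallest possible, n = 3). The sum thus does not follow the list across the knockdowns, and with transcripts of unequal protein output it neither excludes nor requires that MYCN stands in for MYC. The list differences between knockdowns, by camera with Benjamini-Hochberg adjustment over 21 tests, were -0.38 for TRRAP less MYC, -0.17 for CHD8 less MYC and 0.22 for CHD8 less TRRAP (adjusted p = 3.3e-05, 0.0076 and 0.0095). For the E2F list they were 0.55, 0.31 and -0.20 (adjusted p = 2.8e-10, 9.2e-06 and 0.0040). With an estimated correlation the lowest adjusted p of these 21 tests was 0.40.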
